A study of Mus musculus with 40 samples. Its data were reported in "Single-cell RNA sequencing of aging neural progenitors reveals loss of excitatory neuron potential and a population with transcriptional immune response" (2024).

How the data were processed

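The samples were bulk RNA sequencing libraries of neural progenitors from mice that express green fluorescent protein under the promoter of Dcx, a gene active in newly formed neurons. Fluorescent cells were sorted from the subventricular zone (SVZ), the olfactory bulb (OB) or the dentate gyrus (DG), with tissue of several mice pooled for each sample. The labels named 40 libraries in 9 groups, formed by 3 regions and 3 ages (adult, 3 months; middle-aged, 14 months; aged, 24 months). There were 5 adult, 5 middle-aged and 5 aged SVZ libraries, 4, 5 and 4 OB libraries, and 4, 4 and 4 DG libraries.

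Per the study's methods, libraries were made from total RNA with a stranded kit for very small inputs, reads were aligned to the GRCm38 mouse genome with HISAT2, and expression was quantified with StringTie. Program versions, the use of strand and the treatment of reads with several matches were not stated. The authors deposited the result as a table of estimated counts of reads per gene, in whole numbers and not normalised. StringTie derives such counts from read coverage.

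The table had 44 columns of per-sample values, whose names carry a running number that differs from the sample names in the labels. A column was used only where its name matched the label of 1 sample and of no other. This held for 1 column, which shares both its number and a suffix for a repeat with adult SVZ replicate 1, a suffix that no other column and no other sample carries. It is a match on part of the name, and every value reported here depends on it. The other 43 columns were not used here, because neither their order nor their values may stand in for a label.

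The planned tests were therefore not run. Before the data were examined, edgeR's quasi-likelihood test had been fixed as the test for genes that differ between ages within a region, between regions in adults, and in their age effect between regions. Exact permutation tests of marker scores and set tests of interferon and ribosomal protein genes had been fixed as well. All of them need several libraries per group. What remains is a description of 1 library, with no replicates, no group comparison and no p-value.

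The table had 54807 rows for 54532 gene identifiers. Of these, 166 identifiers stood on several rows, and in 53 of them the rows differed. No identifier had reads on more than 1 row, so the row with the larger count was kept. CPM values were computed from the deposited estimated counts as a gene's count over the total of all genes, times 1000000. Coordinates and exon lengths came from the GENCODE vM21 annotation of GRCm38, in which 54495 of the identifiers were found and 37 were not. Reads per kb are estimated reads over the length of a gene's merged exons in kb. Overlaps between the exons of genes were found by position, with strand ignored. A gene's percentile is the share of detected protein-coding genes with fewer reads per kb. A gene was called detected from 1 read. Gene types are those in the deposited table. Ribosomal RNA, snRNA, snoRNA, miRNA, ribozyme and other short RNA classes are called structural and small RNA genes here.

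The genes named are those fixed before the data were examined: markers of inhibitory and excitatory fate, the study's 10 immune response genes, genes of axonogenesis, markers of cell types, genes that differ between the sexes, and Hist1h2ap. The separate values of a few of these genes are not reported here. Genes named because of their abundance were chosen after their values were seen. Lists of 48 further interferon response genes and of markers for microglia, T cells, oligodendrocyte precursors, oligodendrocytes, astrocytes, endothelial cells, ependymal cells, cycling cells, neuroblasts and blood were fixed in the same way. The ribosomal protein list holds 84 genes found by their symbols.

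Intervals are 95% intervals, exact Poisson for counts and exact binomial (Clopper-Pearson) for shares and ratios of reads. They cover counting error only. Reads without molecular identifiers are not independent molecules, and variation between animals is not included. For a gene with 0 reads the upper end of this interval was 0.0444 CPM. The calculation of the Poisson interval was checked on simulated Poisson counts for 2000 genes with the means of this library, where it covered the true mean in 94.5% of them. This checks the calculation only and says nothing about whether the deposited counts are Poisson distributed. Alternatives changed the denominator of CPM, the use of gene length, the markers, the gene types included and the minimum for detection. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.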

Results

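Bulk RNA sequencing of sorted progenitors was used in the study to ask how gene expression changes with age in the neurogenic regions of the mouse brain. The values below come from 1 library, adult SVZ replicate 1, from mice aged 3 months. Differences between ages or regions were not analysed here, and none of the values has a replicate. The library held 82997807 estimated reads.

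Reads were found for 21358 genes. Of 22046 protein-coding genes, 13821 were detected. Protein-coding genes held 51.6% of the reads, with a 95% exact binomial interval narrower than the last digit given. Structural and small RNA genes held 43.0%. Leaving these genes out moved the protein-coding share most, to 90.5%. Both values rest on the gene types of the deposited table. The abundant genes Gm26917 (1.19% of the reads) and Gm42418 (1.15%) are typed there as lincRNA, so they were not left out. Mitochondrial genes held 2.24% of the reads. Mitochondrial ribosomal RNA alone held 2.00%, and it is also part of the structural and small RNA share. There were 14 genes with more than 1% of the reads each, together 30.1%, and 0 of them were protein-coding. The 10 most abundant genes held 25.6%. The most abundant was the ribosomal RNA gene n-R5s193 (chromosome 4, 149817732 to 149817840, GRCm38), with 3845649 estimated reads or 4.63% of the total.

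**Figure D1:**
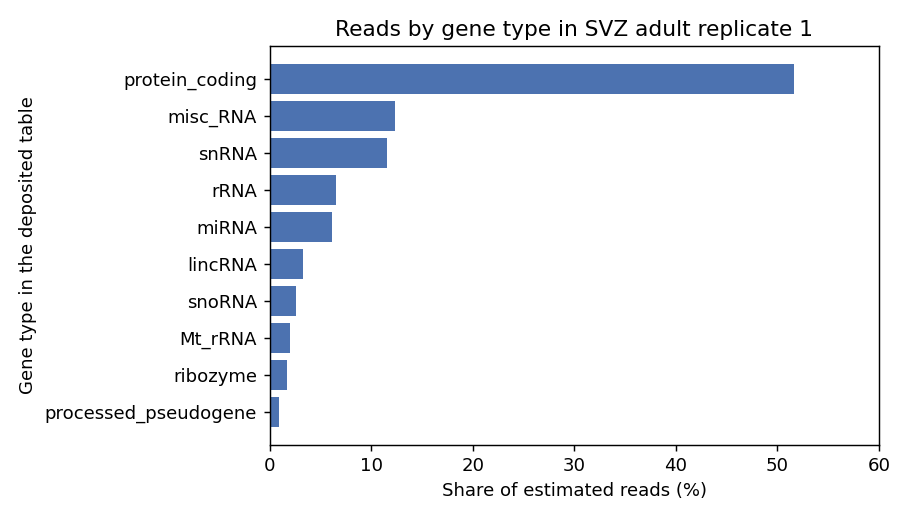
Share of estimated reads, in percent, held by each of the 10 gene types with the most reads in adult SVZ replicate 1; each bar is 1 gene type as named in the deposited table. Protein-coding genes hold 51.6% and the next type, misc_RNA, holds 12.3%.

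The sort was based on Dcx promoter activity, and Dcx itself (chromosome X, 143855842 to 143933311, 7 merged exons) had 36366 estimated reads. This corresponds to 438.2 CPM (433.7 to 442.7). Its reads per kb lay at percentile 96.0 of detected protein-coding genes. The 6 neuroblast markers, Dcx among them, summed to 1152 CPM, and their median percentile was also 96.0. The 7 markers of cycling cells summed to 538.9 CPM.

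Markers of other cell types were present at different levels. Pdgfra, a marker of oligodendrocyte precursors, had 10128 reads and Mbp, a marker of oligodendrocytes, had 10360. Their ratio was 0.978 (0.951 to 1.005), so the reads of Pdgfra and Mbp did not differ beyond counting error. After division by exon length the ratio was 0.826. Dcx had 3.59 times the reads of Pdgfra (3.51 to 3.67). The 7 oligodendrocyte markers summed to 525.5 CPM, the 6 astrocyte markers to 410.5 CPM and the 6 markers of oligodendrocyte precursors to 252.9 CPM. Slc1a3 (202.3 CPM) and Aldoc (129.2 CPM) held most of the astrocyte sum, and the median astrocyte marker had 35.7 CPM. The oligodendrocyte marker Cnp had 10528 reads, but its exons overlap those of Dnajc7 (8169 reads) on the other strand. The count of Cnp is uncertain, because the use of strand in the counting was not stated. Gfap, used for astrocytes and neural stem cells, had 577 reads. Syt1 had 1761 reads. The microglial markers Cx3cr1 and Aif1 had 144 and 30 reads. Endothelial, ependymal and blood markers summed to 3.98, 1.78 and 7.05 CPM. The pairs of haemoglobin genes are near-identical copies, so their separate counts are uncertain.

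The study asked whether progenitors of excitatory neurons decline faster than those of inhibitory neurons. For the inhibitory fate, Gad1 (chromosome 2, 70553072 to 70602014, 21 merged exons) had 21978 reads or 264.8 CPM (261.3 to 268.3), and St18 had 4818 reads. For the excitatory fate, Eomes (chromosome 9, 118478212 to 118486132, 6 merged exons) had 585 reads or 7.05 CPM (6.49 to 7.64). Tbr1 had 195 reads and Slc17a6 had 315. Gad1 exceeded Eomes 37.6-fold in reads (34.6 to 40.9) and 20.4-fold in reads per kb. Inhibitory markers held 96.1% of the reads of the 5 genes (95.8% to 96.3%). With reads per kb the share was 93.9%. These are levels in 1 adult library and carry no information on age.

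The study also followed a set of 10 immune response genes in the SVZ. All 10 had reads, and together they reached 130.6 CPM (128.1 to 133.1). With protein-coding genes as the denominator the sum was 253.1 CPM. The median percentile of the 10 genes was 53.7, in a range from 23.1 to 78.7. Oasl2 had the most reads of the set, 3943 or 47.5 CPM (46.0 to 49.0), and Isg15 the fewest, 37 or 0.446 CPM (0.314 to 0.614). Usp18 (chromosome 6, 121245906 to 121270917) had 1235 reads and Lgals9 had 798. Irf7 had 2353 reads, but its exons overlap those of Phrf1 (9567 reads) on the other strand. Its count is uncertain, because the use of strand in the counting was not stated. The study left an adult SVZ library out of its test of inflammatory genes because of its values, and the name it used points to the library described here. The levels of these genes should therefore not be read as typical of the adult SVZ.

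Of 48 further interferon response genes, 44 had reads, and the list summed to 638.9 CPM (633.5 to 644.4). Their median percentile was 41.1. Ifit3 and Ifit3b are near-identical copies. Parp9 and Dtx3l share exonic positions on opposite strands, and Igtp and Irgm2 share them on the same strand. The counts of all these genes are therefore uncertain. Among the genes of axonogenesis, Stmn1 had 91676 reads, Tubb3 had 26422 and Nr4a2 had 580. The 84 ribosomal protein genes summed to 23375 CPM, and 81 of them had reads. Hist1h2ap reached 305.3 CPM, a value that is uncertain because histone genes have close copies.

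**Figure D2:**
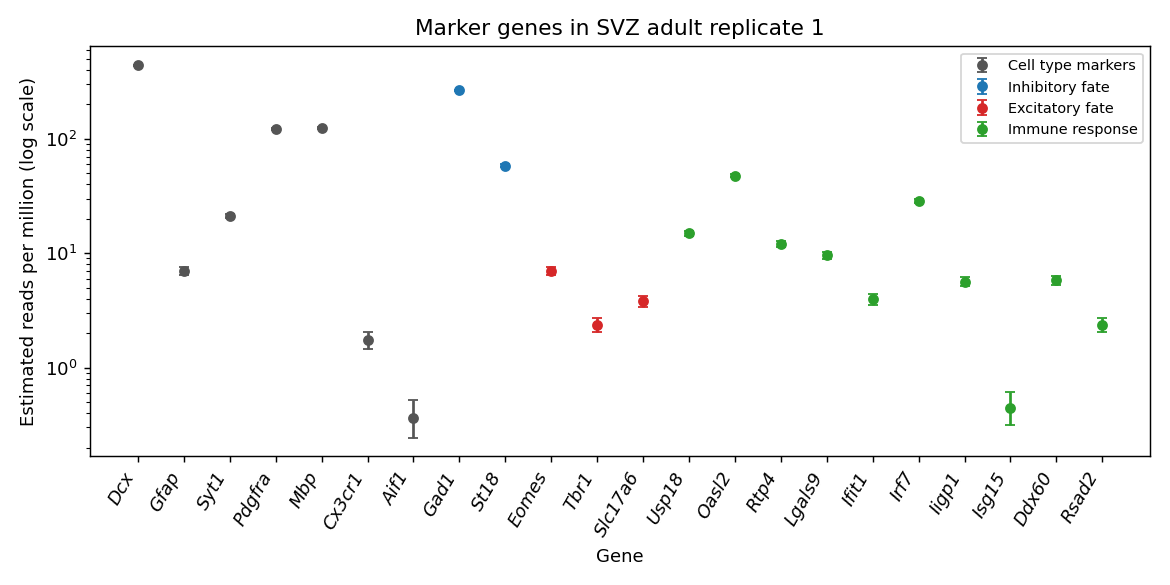
CPM, on a log scale, for markers of cell types, inhibitory fate, excitatory fate and the 10 immune response genes in adult SVZ replicate 1; each point is 1 gene and its bar is the 95% exact Poisson interval, which covers counting error only. Dcx is highest at 438.2 CPM, and Gad1 at 264.8 CPM lies above Eomes at 7.05 CPM.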

Values the study reported

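The study prepared each bulk library from 2 ng of total RNA with 14 PCR cycles. It described its adult mice as 3–4 months old, its middle-aged mice as 12–16 months old and its aged mice as 18–24 months old.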

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

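Every alternative here was chosen after seeing the data. The alternatives planned before the data were examined (another normalisation, DESeq2, filters, leaving out each replicate, other samples in the fit, the sequencing run, other prior counts and other set tests) belong to the group comparisons and were not run. No paired analysis was possible because only 1 column was matched to a sample.

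Protein-coding genes as the denominator raised the summed CPM of the immune response genes from 130.6 to 253.1, of the further interferon response genes from 638.9 to 1239 and of the microglial markers from 16.6 to 32.2. Leaving genes over 1% of the reads and mitochondrial genes out of the denominator gave 189.0, 924.8 and 24.0 CPM. Each denominator multiplies every gene by the same factor, so ratios between these genes cannot move. The inhibitory share of the reads of the 5 subtype markers was 96.1% as deposited, 93.9% with reads per kb and 97.4% with Gad1 and Eomes alone. The protein-coding share rose from 51.6% to 90.5% without structural and small RNA genes, and to 74.4% without genes over 1% of the reads and mitochondrial genes. These shifts follow from the reads that were left out.

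A minimum of 3 reads left 20299 genes detected and a minimum of 10 reads left 18483, against 21358. Keeping all rows of repeated identifiers and halving all counts were also tried. Neither can move a CPM or a share here, since the extra rows hold 0 reads and halving cancels, so they say nothing about stability. At this depth the 95% exact Poisson interval of a gene with 0 reads reaches 0.0444 CPM.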

Other observations

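The tests of even counts and of microglial markers were chosen only after the result was seen. The test of overlap against random sets and that of T cell markers were written before their results, although the most abundant genes had been seen when the overlap test was written. The limit of 0.5 below which a marker ratio was taken to speak against a cell type was set together with the calculation. No explanation by age or region was tested, because the library has no group to compare with. Other cell types among the sorted cells were tested only for the immune response genes.

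Even counts outnumbered odd ones. Among the 4385 genes with 1 to 20 reads, 72.1% had an even count (70.7% to 73.4%). The range of 1 to 20 reads was chosen after the shares had been seen, and it shows the pattern more strongly than the rest. The share was 53.9% of 16973 genes with more reads and 57.7% of all 21358 genes. There were 741 genes with 2 reads and 318 with 1. In counts of independent reads simulated from the means of this library, the share was 49.2% of the 4152 genes with 1 to 20 simulated reads. If both mates were always counted, all counts would be even by construction. A candidate explanation is that both mates of most read pairs were counted. Rounding of counts derived from coverage was not tested. If mates were counted apart, the Poisson intervals given above are too narrow.

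Some protein-coding genes held very many reads. Of the 50 with the most reads, 17 overlapped a structural RNA gene in an exon, against a median of 1 in 10000 random sets (95% of sets from 0 to 4). Random sets matched on exon length gave the same median and range. This is the outcome predicted if such genes carry reads of the RNA they overlap, but the random sets were not matched on abundance. Ranking genes by abundance, done after that result was seen, gave overlap in 34.0% of the first 50 genes, 19.0% of the next 100, 10.3% of the next 400, 5.17% of the next 1450 and 2.12% of the remaining 11814. The excess thus grows steadily with abundance, which would also arise if abundant genes more often host small RNA genes. In 4 of the 17 the overlapping structural genes held at least 50% as many reads as the gene, and in 13 they held fewer. In 9 of these 13 they held at most 5% as many. That argues against these RNAs as the source of most reads of the 9 genes, unless the counting gave their reads to the longer gene, which was not stated. The 4 genes, chosen after their values were seen, were Ccnb1ip1 (565073 reads, 1054089 in its structural partners), Rps3 (126342 and 102489), Tmem38b (80824 and 80809) and Eif4a2 (68531 and 58433). Over the 17 genes as a set the explanations cannot be told apart, because the table holds no read positions and the assignment of reads in overlaps was not stated. The explanation does not apply to the other genes of the 50, which overlap no structural RNA gene in the annotation. Of 135 protein-coding genes in the lists, 8 overlap a structural RNA gene, among them Pdgfra, Stmn1, Top2a and Hist1h2ap. The structural genes that overlap these named genes had 0, 568, 229 and 113 reads. The named genes themselves had 10128, 91676, 16839 and 25335, in the same order. These low counts argue against such RNAs as the source of most of their reads, unless the counting gave these reads to the longer gene.

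The immune response genes had reads in this adult library. Microglia among the sorted cells are a candidate source. The median reads per kb of 11 microglial markers was 0.0788 times that of the immune response genes, which argues against microglia as the source of most of these reads. Among the microglial markers, Csf1r had 300 reads and Ctss had 198, and the exons of Csf1r overlap those of another gene on the other strand. The microglial markers summed to 16.6 CPM. For T cells the same ratio was 0. Only 2 of the 8 T cell markers had reads, and Lck held 200 of their 202 reads. Expression in the progenitors themselves, in oligodendrocyte lineage cells or in astrocytes stays open and was not tested.

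Genes of both sexes were present. Xist had 17138 reads, and the Y chromosome genes Uty, Eif2s3y, Kdm5d and Ddx3y had 1022, 243, 230 and 216 reads. Each sample was a pool of several mice.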
